A study of Mus musculus with 4 samples. Its data were reported in "Cancer cells impair monocyte-mediated T cell stimulation to evade immunity" (2024).

How the data were processed

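Tumours were digested, CD45+ cells were sorted, and the 4 samples were labelled with cell multiplexing oligos, pooled and loaded 3 times on a droplet chip that tags the 3' end of transcripts. Because all samples shared the same droplets, free RNA in a load was common to them. The authors deposited 1 matrix of UMI counts per gene and cell, 33368 cells by 32285 genes, together with the sample and cell type name of each cell. Per the study's methods, the counts came from cellranger multi with the mm10 reference, cells with over 1000 genes, under 15% mitochondrial and under 40% ribosomal UMIs were kept, and cell types were named in Seurat after Harmony integration with other experiments. All cells met that filter, so the alternative of over 500 genes added 0 cells and gave no values. UMI totals per cell were taken from the matrix, not from the authors' table, which counts fewer genes.

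The authors' 17 cell type names were used as the main annotation and grouped into monocytes, macrophages, NK cells, T cells, CCR7+ DCs, cDC1s, cDC2s, neutrophils, mast cells and Myofibrobl. Each name was checked against marker lists fixed before the data were examined, using its 10 leading genes. The cluster named Infl_Mono is led by interferon-stimulated genes, so its size was not taken as a result and it was pooled with the other monocytes. Its cell numbers are given only to show where the monocytes of a sample sit. Own clusters were made in scanpy 1.11.5 with igraph 0.11.9 from 3000 variable genes, 40 principal components and 20 neighbours at resolution 0.5, without the 161 genes of the interferon lists. Clusters were matched to the class most of their cells carry, and 93.8% of cells kept their class. Doublets between samples are removed by the oligos. Scrublet marked 1 of 33368 cells, so it had not worked and the planned removal of its calls was void. In its place, cells with the highest scores were removed with a cut set at 5% per sample, a choice made after seeing the data. It kept 7814 of 8266 cells in NTT, 7534 of 7970 in RTT, 6451 of 6836 in RTT_ROSA26 and 9745 of 10296 in RTT_PTGS12KO. Slightly over 5% of each sample was thus removed.

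UMIs were summed per sample and class, divided by total UMIs to give CPM, and compared as log2 ratios of CPM + 1 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in Python 3.11.15. A list's median used its genes with at least 10 CPM in the mean of the 4 samples. Its percentile came from 10000 random lists of the same size drawn from 20 expression bins, and its counting interval from 1000 Poisson draws. TMM factors came from edgeR 4.0.16 in R 4.3.3. Coordinates came from the GENCODE annotation of GRCm38. Figures were drawn with matplotlib 3.10.9. Genes were named by a rule fixed before the data were examined, a list of 25 genes plus the 5 highest and 5 lowest log2 ratios in monocytes and macrophages for RTT_PTGS12KO against RTT_ROSA26 and for NTT against RTT, among genes with at least 50 CPM in the higher sample.

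The steps from summed UMIs to log2 ratios and list medians were tested on simulated sums for RTT_PTGS12KO against RTT_ROSA26. There, 100% of 200 changed genes among 6954 came within 0.25 of the simulated log2 ratio. The simulation drew Poisson counts for the summed monocytes and macrophages. It held no single cells, class assignment or variation between mice, so it checked the arithmetic only. Alternatives fixed before the data were examined were own clusters that kept the interferon genes, resolution 1.0, a stricter filter of over 1500 genes and under 10% mitochondrial UMIs, T cells out of the denominator, assignment of each cell by its marker UMIs, CPM + 10, no minimum CPM, TMM factors, the Inf_cDC2 list in place of the ISG list, classes weighted equally, and sums over monocytes and macrophages only. Alternatives chosen after seeing the data were own clusters at resolution 0.5 without interferon genes, removal of the highest Scrublet scores, Macro counted as macrophages, and the lists within monocytes or macrophages only. The contrasts RTT_ROSA26 against RTT and NTT against RTT share the RTT sample, and RTT_ROSA26 is shared with the knockout contrast. For that reason no correlation between contrasts was computed.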

Results

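Single-cell RNA sequencing was performed on CD45+ cells sorted from melanomas of Rag2-deficient mice, which lack T and B cells of their own, 72 h after transfer of OT-1 T cells, which recognise an ovalbumin peptide. The tumours were grown from YUMM1.7 mouse melanoma cells expressing ovalbumin. The 4 samples, 1 per group, were a line naive to targeted therapy (NTT), a line made resistant to it (RTT), a resistant line carrying a control guide against the Rosa26 locus (RTT_ROSA26) and a resistant line with Ptgs1 and Ptgs2 knocked out (RTT_PTGS12KO). The labels give 1 tumour per condition, isolated on day 10, with T cells given on day 7. The figure legends of the study describe tumours pooled per group instead, and which holds for these samples was not settled. NTT held 8266 cells and 69332486 UMIs, RTT 7970 cells and 116698483 UMIs, RTT_ROSA26 6836 cells and 110210969 UMIs, and RTT_PTGS12KO 10296 cells and 146829369 UMIs. The median UMI count per cell was 7293 in NTT, 12627 in RTT, 13280 in RTT_ROSA26 and 12219 in RTT_PTGS12KO.

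With 1 sample per group no difference has a replicate check, and no test was made. All intervals are 95% intervals (exact Clopper-Pearson for shares, exact Poisson for sums of UMIs, and Poisson draws for list medians) and cover counting error only, not the variation between mice. The comparison of RTT_ROSA26 with RTT, resistant lines that both keep the targeted genes, served as a yardstick for differences between tumours of the same kind. All shares refer to CD45+ cells and are set in part by that sort.

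The targeted genes came first. Ptgs1 lies on chromosome 2 from 36230426 to 36252272 and Ptgs2 on chromosome 1 from 150100031 to 150108227 of GRCm38, and both are annotated as protein coding. The edit was made in the injected cancer cells, the sort took CD45+ cells, and the 3' tags that were counted can outlast an edit, so these values check nothing about the labels. Ptgs1 reached 6.20 CPM (UMIs per 1e6 UMIs of the sum; interval 5.63 to 6.82) in NTT, 68.1 (66.6 to 69.6) in RTT, 55.4 (54.1 to 56.8) in RTT_ROSA26 and 14.9 (14.3 to 15.5) in RTT_PTGS12KO. Ptgs2 reached 562 CPM (556 to 567) in NTT, 349 (346 to 352) in RTT, 231 (228 to 234) in RTT_ROSA26 and 349 (346 to 352) in RTT_PTGS12KO. Within macrophages alone, Ptgs1 was at 57.5 CPM (56.0 to 59.0) in RTT_ROSA26 and at 21.1 CPM (20.1 to 22.04) in RTT_PTGS12KO. The alternative that removed the highest Scrublet scores moved Ptgs2 in RTT_PTGS12KO most, to 343 CPM.

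The first question was how the myeloid compartment differed between sensitive and resistant tumours. Monocytes made up 95.6% of monocytes and macrophages in NTT (6619 of 6927 cells; interval 95.04% to 96.0%) and 7.19% in RTT (522 of 7256; 6.61% to 7.81%). In RTT_ROSA26 the share was 2.35% (144 of 6137; 1.98% to 2.76%), and in RTT_PTGS12KO it was 43.5% (4015 of 9222; 42.5% to 44.6%). The same 3 loads of pooled cells gave ranges of 94.99% to 96.2% in NTT, 6.69% to 7.98% in RTT, 2.18% to 2.56% in RTT_ROSA26 and 43.0% to 43.9% in RTT_PTGS12KO, which is technical spread only. The share depended strongly on how a cell was assigned. When each cell was placed by which marker list held more of its UMIs, instead of by its cluster, the share fell to 53.3% in NTT and 20.0% in RTT_PTGS12KO and was 2.48% in RTT and 3.59% in RTT_ROSA26. In NTT, 21.8% of these cells lay near the boundary between both lists, against 1.23% in RTT, 2.02% in RTT_ROSA26 and 6.85% in RTT_PTGS12KO. The lists differ in size and in the abundance of their genes, and their UMIs were compared as totals. The lower shares in NTT and RTT_PTGS12KO may thus reflect the lists in part.

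**Figure D1:**
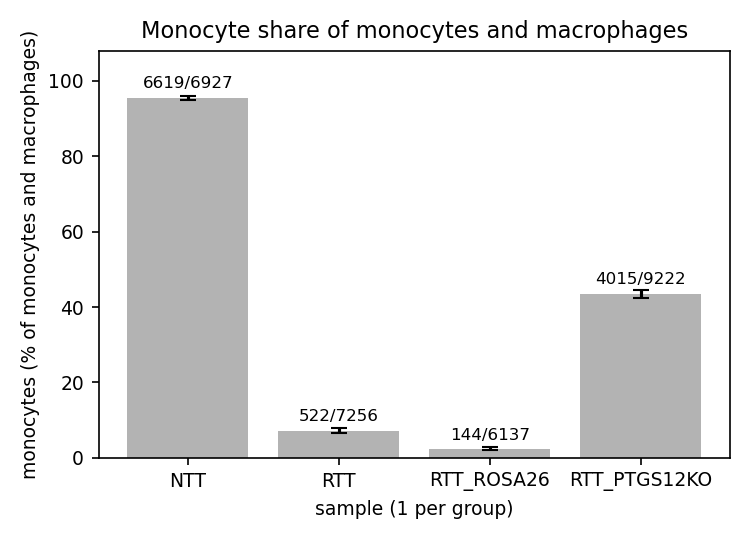
Monocytes as a percent of monocytes and macrophages (vertical axis) in each of the 4 samples (horizontal axis), with exact 95% intervals as error bars and the cell numbers above each bar. NTT stands at 95.6%, RTT_PTGS12KO at 43.5%, and both samples that keep the genes in resistant lines lie below 8%.

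As a share of all CD45+ cells, monocytes were at 80.1% in NTT, 6.55% in RTT, 2.11% in RTT_ROSA26 and 39.0% in RTT_PTGS12KO. The log2 ratio of the shares was 3.61 (3.48 to 3.74) for NTT against RTT and 4.21 (3.97 to 4.46) for RTT_PTGS12KO against RTT_ROSA26. RTT_ROSA26 against RTT gave -1.64 (-1.91 to -1.37), so resistant tumours that keep both genes differed from each other too, in the opposite direction to the knockout. That last difference did not hold under own clusters at resolution 1.0, which gave 0.019. Own clusters that kept the interferon genes moved NTT against RTT most, to 5.004. Macrophages were at 3.73% in NTT, 84.5% in RTT, 87.7% in RTT_ROSA26 and 50.6% in RTT_PTGS12KO, with log2 ratios of -4.50 (-4.67 to -4.34), -0.79 (-0.85 to -0.74) and 0.05 (0.00 to 0.10) in the same order of contrasts. The sign of the last reversed to -0.024 at resolution 1.0 and to -0.001 where the interferon genes were kept. The class the authors named Macro was kept out of the macrophages because its leading genes held a listed marker of cDC2s and no listed marker of macrophages. The macrophage list lacks Lyve1 and Cd163, which are among the leading genes of Macro. This rule was not applied to TAM_cycling, whose leading genes held no listed marker and which was kept as macrophages. Macro made up 0.254% of NTT, 1.24% of RTT, 1.90% of RTT_ROSA26 and 0.932% of RTT_PTGS12KO. Most monocytes of NTT, RTT and RTT_PTGS12KO carried the name Monocyte_1, while 86 of the 144 monocytes of RTT_ROSA26 carried the name Infl_Mono, a cluster whose leading genes are interferon-stimulated.

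NK cells made up 8.58% of NTT (709 cells), 0.163% of RTT (13 cells), 0.380% of RTT_ROSA26 (26 cells) and 2.97% of RTT_PTGS12KO (306 cells). The log2 ratio was 5.72 (4.93 to 6.63) for NTT against RTT, 2.97 (2.39 to 3.604) for RTT_PTGS12KO against RTT_ROSA26 and 1.22 (0.21 to 2.31) for RTT_ROSA26 against RTT. T cells numbered 93 in NTT, 1 in RTT, 2 in RTT_ROSA26 and 45 in RTT_PTGS12KO, with log2 ratios of 6.49 (3.97 to 11.81) and 3.90 (1.96 to 6.99) for the first 2 contrasts. With fewer than 50 T cells in 3 samples, the effector memory list was not given. CCR7+ DCs numbered 89 in NTT, 12 in RTT, 14 in RTT_ROSA26 and 81 in RTT_PTGS12KO, with log2 ratios of 2.84 (1.96 to 3.84) and 1.94 (1.11 to 2.88). The cDC1s numbered 32, 7, 10 and 37 in that order of samples, with log2 ratios of 2.14 (0.93 to 3.56) and 1.30 (0.26 to 2.47). For these T cells, CCR7+ DCs and cDC1s, the interval of RTT_ROSA26 against RTT included 0, and for CCR7+ DCs its sign reversed to -0.020 at resolution 1.0.

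**Figure D2:**
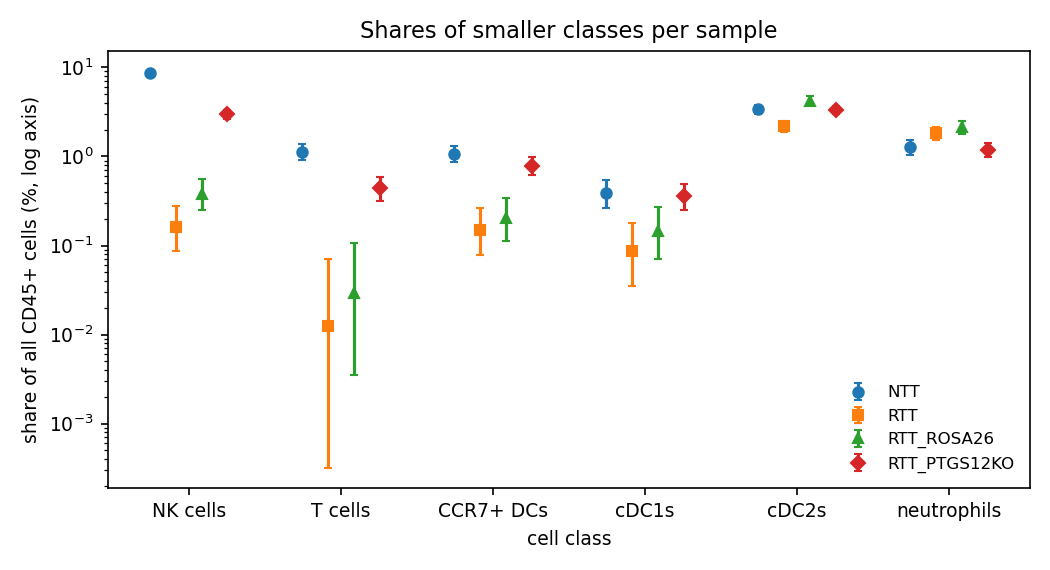
Share of all CD45+ cells in percent on a log axis (vertical) for 6 smaller classes (horizontal), 1 symbol per sample, with exact 95% intervals as error bars. NK cells stand at 8.58% in NTT and 2.97% in RTT_PTGS12KO and below 1% in the other samples.

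Expression was compared in the summed UMIs of monocytes and macrophages. Scaling by total UMIs put the median log2 ratio of all 6954 genes with at least 10 CPM at -0.12 for NTT against RTT, -0.12 for RTT_PTGS12KO against RTT_ROSA26 and 0.06 for RTT_ROSA26 against RTT, so list medians are also given relative to the median of matched random lists. The list of interferon-stimulated genes (ISGs), of which 119 of 128 genes passed 10 CPM, had a median log2 ratio of 1.97 (1.94 to 2.02) for NTT against RTT, or 2.06 relative to random lists. For RTT_PTGS12KO against RTT_ROSA26 it was 1.25 (1.21 to 1.29), or 1.34 relative to random lists, and for RTT_ROSA26 against RTT it was -0.39 (-0.42 to -0.36), or -0.44. Among 10000 random lists of the same size matched on expression, these medians stood at percentiles 100, 100 and 0, as a description of these samples only.

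The value differed between classes. Within macrophages the ISG median was 1.82 (1.75 to 1.89), 0.89 (0.83 to 0.93) and -0.22 (-0.25 to -0.19) for the 3 contrasts. The macrophages compared sit in different clusters, with 192 of 308 in TAM_H2Ab1 in NTT and 63 of 6734 in RTT, and 364 of 5207 in RTT_PTGS12KO and 11 of 5993 in RTT_ROSA26. The largest macrophage cluster was TAM_C1q in RTT (3412 cells) and RTT_ROSA26 (2247) and TAM_cycling in RTT_PTGS12KO (1832). Within monocytes it was 0.31 (0.28 to 0.34) for NTT against RTT, and for RTT_PTGS12KO against RTT_ROSA26 it reversed to -0.22 (-0.27 to -0.18), where RTT_ROSA26 rests on 144 cells, most of them in Infl_Mono. For RTT_ROSA26 against RTT it reversed to 0.17 (0.13 to 0.22). With 6 classes weighted equally, the ISG median was 0.45, 0.11 and -0.06. That weighting holds Infl_Mono, a class led by ISGs, at a fixed share, so its low values follow in part from the weighting and do not measure the mixture of cells.

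The lists for type I and type II interferon, fixed before the data were examined and sharing 0 genes, had like medians in the pooled sum for NTT against RTT. They were 3.21 for type I and 3.19 for type II, a difference of -0.02 (-0.09 to 0.03) for type II minus type I, whose sign reversed to 0.46 with CPM + 10 and to 0.012 without the highest Scrublet scores. Within each class type II lay below type I, with differences of -0.41 (-0.52 to -0.25) in macrophages and -0.26 (-0.37 to -0.15) in monocytes. For RTT_PTGS12KO against RTT_ROSA26 the medians were 2.01 and 3.23, a difference of 1.22 (1.10 to 1.30), at percentile 100 of differences between matched random lists. The difference was 1.36 (1.27 to 1.45) within macrophages and 1.39 (1.17 to 1.62) within monocytes. Within monocytes type I fell by 0.62 and type II rose by 0.77, but RTT_ROSA26 rests on 144 cells there. Of these, 86 sat in Infl_Mono, led by interferon-stimulated genes, against 635 of 4015 in RTT_PTGS12KO. The fall of type I may thus follow from the mixture of clusters, which was not tested. For RTT_ROSA26 against RTT the difference was -0.55 (-0.65 to -0.46).

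**Figure D3:**
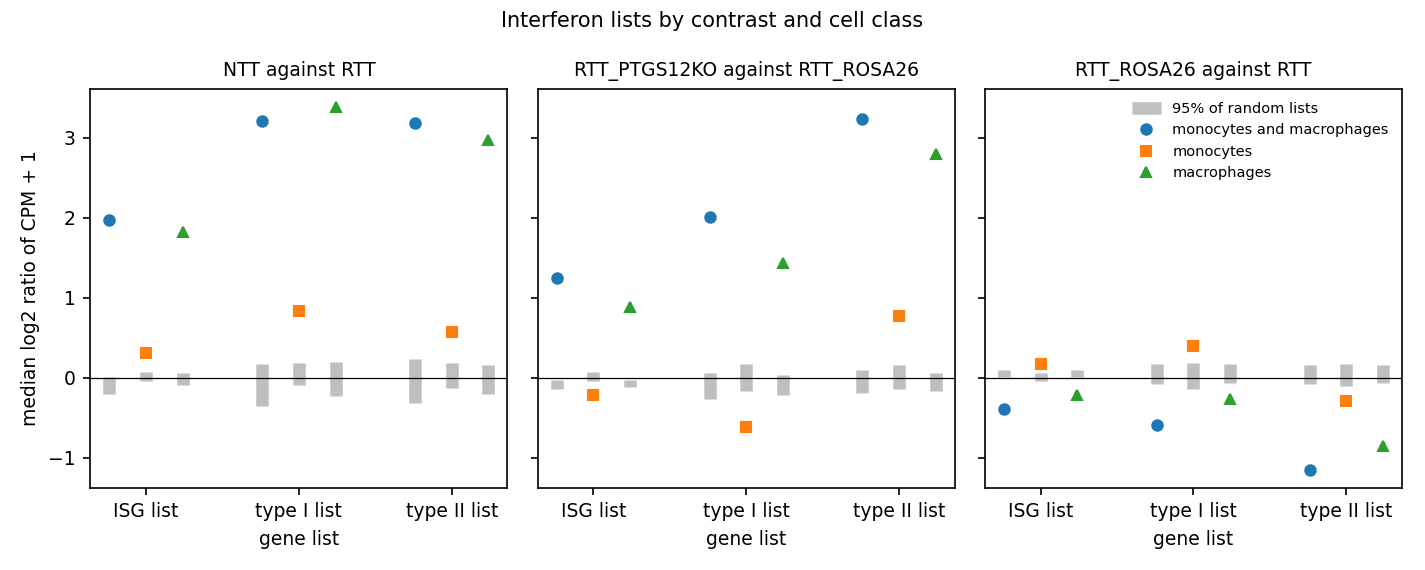
Median log2 ratio of CPM + 1 (vertical axis) of the ISG, type I and type II lists (horizontal axis) in monocytes and macrophages together and apart, 1 panel per contrast, with grey bars for 95% of matched random lists. In RTT_PTGS12KO against RTT_ROSA26 the type II list stands at 3.23 and the type I list at 2.01, and the ISG list in monocytes stands at -0.22.

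In all cells, the 26 genes of the TME-COX list had a median log2 ratio of 2.76 (2.75 to 2.78) for NTT against RTT, 2.90 (2.86 to 2.92) for RTT_PTGS12KO against RTT_ROSA26 and -0.92 (-0.97 to -0.89) for RTT_ROSA26 against RTT. The study chose that list on RTT_ROSA26 and RTT_PTGS12KO of these samples, so the second value is no independent evidence, and the third, which has RTT_ROSA26 in it too, rests on the same choice. The type II list shares 9 genes with it, so both describe much of the same signal. Taking monocytes only moved the TME-COX list most, to 0.64 for NTT against RTT and 0.79 for RTT_PTGS12KO against RTT_ROSA26. The 40 genes of the TME-IRF3/7 list, chosen on another experiment, gave 3.002 (2.96 to 3.02), 2.24 (2.17 to 2.32) and -0.54 (-0.58 to -0.50). In all cells, all 26 and all 40 genes were higher in NTT than in RTT and in RTT_PTGS12KO than in RTT_ROSA26. Within monocytes, the TME-IRF3/7 list reversed to -0.22 (-0.34 to -0.19) for RTT_PTGS12KO against RTT_ROSA26, with 10 genes higher and 28 lower, and to 0.44 for RTT_ROSA26 against RTT. Both lists share 11 genes with each other.

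Single genes in monocytes and macrophages together ranged widely. For RTT_PTGS12KO against RTT_ROSA26, the 5 highest log2 ratios among 2775 genes were those of Gbp2b (4.81), Iigp1 (4.70), Cxcl9 (4.37), Ly6i (4.26) and Slamf8 (4.23), and the 5 lowest were those of Ctla2a (-3.44), Ltc4s (-2.16), Gas6 (-1.83), Ctla2b (-1.81) and Ptgs1 (-1.80). For NTT against RTT, the highest among 2841 genes were Ly6c2 (5.51), Ly6i (5.37), Gm15056 (5.19), Plac8 (5.18) and Ccl5 (4.94), and the lowest were Fcrls (-5.04), Npl (-4.97), Ctla2a (-4.85), Ppbp (-4.80) and Gas6 (-4.60). Ly6c2, Ly6i, Gm15056, Cxcl9, Gbp2b, Fcrls, Npl, Gas6 and Ppbp are among the leading genes of monocyte or macrophage clusters, so the sizes of clusters enter their pooled ratios. For NTT against RTT, the ratios within monocytes and within macrophages were 2.06 and 4.58 for Ly6c2, 1.66 and 4.11 for Ly6i, 2.36 and 1.92 for Gm15056, -3.11 and -2.35 for Fcrls, -2.58 and -2.67 for Npl, -2.70 and -2.15 for Gas6, and -3.17 and -5.29 for Ppbp. For RTT_PTGS12KO against RTT_ROSA26, they were 2.48 and 4.37 for Gbp2b, 0.39 and 3.82 for Cxcl9, 1.56 and 1.62 for Ly6i, and -1.87 and -1.34 for Gas6. Most lay nearer 0 than the pooled ratios, and the clusters inside each class differ between samples too. Ctla2a and Ctla2b, and Gbp2b and Gbp2, are close relatives whose reads the counting could split wrongly. Within macrophages alone, Cxcl9 (chromosome 5, 92321347 to 92328079) stood at 484 CPM in NTT, 43.3 in RTT, 23.5 in RTT_ROSA26 and 344 in RTT_PTGS12KO. Il15 (chromosome 8, 82331632 to 82403222) stood at 18.7, 5.92, 5.49 and 8.77 CPM in the same order. Within monocytes, Cxcl9 stood at 1052, 1324, 1265 and 1656 CPM and Il15 at 33.1, 10.8, 30.9 and 17.5 CPM, so Cxcl9 was lower in NTT than in RTT there, and Il15 lower in RTT_PTGS12KO than in RTT_ROSA26. Within monocytes, Cxcl10 too was lower in RTT_PTGS12KO (1026 CPM) than in RTT_ROSA26 (2126 CPM), while within macrophages it was higher (962 against 86.5 CPM). The monocytes compared sit in different clusters, since Infl_Mono held 86 of 144 in RTT_ROSA26 and 635 of 4015 in RTT_PTGS12KO. Values near 0 depended on the scaling factor. Spp1 was at 0.04 for RTT_ROSA26 against RTT and -0.05 with TMM factors, and Vegfa was at -0.16 for RTT_PTGS12KO against RTT_ROSA26 and 0.00 with TMM factors.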

Values the study reported

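After Ly6C+ monocytes from bone marrow had been placed inside tumours, the study counted how many took on an inflammatory state, and reported 10–20% for resistant tumours and 70–80% for tumours never exposed to the therapy.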

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

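The added alternatives (own clusters without interferon genes, removal of the highest Scrublet scores, Macro as macrophages, and monocytes or macrophages only) were chosen after seeing the data. Log2 ratios are for NTT against RTT (A), RTT_PTGS12KO against RTT_ROSA26 (B) and RTT_ROSA26 against RTT (C). For the shares, the lists, Ptgs1 and Ptgs2, 151 alternatives stayed within the counting interval, 82 moved outside it with the same direction and 10 reversed; the cause was not tested. All alternatives that gave a value for the shares of NK cells, T cells and cDC1s stayed within it. No paired analysis was possible because each group has 1 sample.

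Own clusters that kept the interferon genes gave monocyte shares of monocytes and macrophages of 97.5% in NTT, 2.795% in RTT, 0.912% in RTT_ROSA26 and 27.3% in RTT_PTGS12KO, log2 ratios of monocytes of 5.004 (A) and 4.91 (B), of macrophages of -5.40 (A), -0.44 (B) and a reversed -0.001 (C), and a type II minus type I difference of -0.12 (A). Resolution 1.0 gave 96.4%, 5.57%, 5.73% and 45.1% in the same order of samples, monocytes at 3.99 (A), 2.96 (B) and a reversed 0.019 (C), macrophages at -4.83 (A) and a reversed -0.024 (C), and CCR7+ DCs at a reversed -0.020 (C). Own clusters without interferon genes gave 98.6% in NTT, 5.43% in RTT and 48.4% in RTT_PTGS12KO, monocytes at 4.06 (A) and -1.09 (C), macrophages at -6.165 (A) and -0.93 (B), and a type II minus type I difference of -0.13 (A). At resolution 0.5 the dendritic cells merged, so no value exists for CCR7+ DCs, and no own clustering, resolution 1.0 included, separated cDC1s. In the setting without interferon genes, 1 matched monocyte cluster had a macrophage marker and no monocyte marker among its leading genes. It held 3959 of 6847 monocytes in NTT and 2483 of 4474 in RTT_PTGS12KO. Most monocytes behind the 98.6% and 48.4% thus lacked support from the marker check.

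Assigning each cell by its marker UMIs gave 53.3% in NTT, 2.48% in RTT, 3.59% in RTT_ROSA26 and 20.0% in RTT_PTGS12KO, which swaps the order of RTT and RTT_ROSA26. The stricter filter gave 1.86% in RTT_ROSA26, 42.1% in RTT_PTGS12KO and monocytes at 4.50 (B). Removing the highest Scrublet scores gave Ptgs2 at 343 CPM in RTT_PTGS12KO and a reversed type II minus type I difference of 0.012 (A).

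For the ISG list, CPM + 10 gave 1.63 (A), 0.89 (B) and -0.26 (C), TMM factors 2.11, 1.41 and -0.475, the Inf_cDC2 list 3.165, 2.19 and -0.78, and classes weighted equally 0.45, 0.11 and -0.059. No minimum CPM gave 1.21 (B) and -0.35 (C). Within macrophages it was 1.82, 0.89 and -0.215, and within monocytes 0.31 (A), with B reversed to -0.22 and C to 0.17. Equal weights hold the ISG-led class Infl_Mono at a fixed share, so that value does not measure the mixture of cells. For type II minus type I, CPM + 10 reversed A to 0.46 and gave 1.41 (B). Macrophages only gave -0.41 (A) and 1.36 (B), and monocytes only -0.26 (A), 1.39 (B) and -0.68 (C).

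For the TME-COX list, CPM + 10 gave 2.74, 2.59 and -0.705, TMM factors 2.91 (A) and 3.02 (B), monocytes and macrophages only 3.17, 3.02 and -1.07, monocytes only 0.64, 0.785 and -0.305, and macrophages only 3.08, 2.24 and -0.66. For the TME-IRF3/7 list, CPM + 10 gave 2.58, 1.72 and -0.365, TMM factors 3.15 (A) and 2.355 (B), monocytes and macrophages only 3.235, 2.43 and -0.695, and macrophages only 2.885, 1.65 and -0.33, while monocytes only gave 0.75 (A) and reversed B to -0.218 and C to 0.44. Among the named genes, 131 alternatives moved and 51 stayed, and TMM factors reversed Vegfa to 0.004 (B) and Spp1 to -0.051 (C). Depth limits the classes with few cells: RTT held 1 T cell and RTT_ROSA26 2.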

Other observations

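Of the tests below, those of free RNA, class mixture, depth of macrophages, differences between resistant lines, Y-linked transcripts, host stromal cells and the type II pattern, and the comparison of Cdkn2a, were chosen after the results were seen. The tests of macrophage maturity, of a few T cells, of T cell depth, of melanocytic genes in cancer cells and of dissociation were written before.

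Ptgs1 was lower in macrophages of RTT_PTGS12KO than of RTT_ROSA26, with a log2 ratio of -1.45 (-1.52 to -1.37), taken like the other ratios of Ptgs1 and Ifng here without the added 1 (-1.41 with it), although the edit was made in the cancer cells. The same order held in neutrophils (17.4 CPM in RTT_PTGS12KO and 55.6 CPM in RTT_ROSA26) and NK cells (6.44 and 39.1). The NK value of RTT_ROSA26 rests on 18 UMIs in 26 cells. In RTT, NK cells reached 83.8 CPM and macrophages 71.9 CPM, so doublets with macrophages of the same sample were not excluded for NK cells. That order also held in cDC2s (0.572 and 5.47, with 2 UMIs in RTT_PTGS12KO), Macro (16.4 and 37.9) and Myofibrobl (19.9 and 58.5). The origin of Myofibrobl cells is open, so they may not be host cells. CCR7+ DCs were nearly equal (8.03 and 8.45). Ctsk_Macro (4.13 and 4.08 CPM) and the few mast cells (174 and 112 CPM) did not keep that order. Nor did cDC1s (3.70 and 0 CPM), T cells (1.73 and 0) and Monocyte_3 (7.04 and 0), which rest on 1 or 2 UMIs each. Free RNA would give monocytes and macrophages a like level, but macrophages of RTT_ROSA26 exceeded its monocytes by a log2 ratio of 2.68 (1.75 to 3.81). Weighting the 5 macrophage classes equally left -1.17, and weighting 5 bins of macrophage marker content equally left -1.32, which argues against class mixture and maturity as the whole cause. After thinning to 5000 UMIs, 11.9% of TAM_C1q cells of RTT_PTGS12KO (10.3% to 13.6%) held a Ptgs1 UMI, against 24.4% (22.6% to 26.3%) in RTT_ROSA26, leaving out 47 and 85 shallower cells. Unthinned shares were 24.8% and 46.6% at median depths of 14063 and 13586 UMIs. Monocytes, taken as the class low in the gene, gave 1.68% and 5.32% after thinning, and 3.69% and 4.86% before it, at median depths of 9102 and 5934 UMIs, with 447 and 50 shallower cells left out. RTT_ROSA26 and RTT, which both keep the genes, differed by -0.32 (-0.37 to -0.27). With 1 sample per line, a difference between lines cannot be told apart from an effect of the edit. An effect of the cancer cells' prostaglandins on host Ptgs1 may be a candidate explanation and was not tested.

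The type II list exceeded the type I list in RTT_PTGS12KO against RTT_ROSA26. A mixture of monocytes and macrophages is argued against as the whole cause by the difference of 1.36 within macrophages. The clusters inside each class were not held fixed, so their mixture stays open. TAM_H2Ab1 held 364 of 5207 macrophages in RTT_PTGS12KO and 11 of 5993 in RTT_ROSA26. A low type II level in RTT_ROSA26 could contribute, since the difference fell to 0.78 (0.72 to 0.89) when RTT took its place, but it did not go. An effect of the knockout stays open as a hypothesis, with 1 sample per group.

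Ifng stood at 8697 CPM (8528 to 8869) in the 45 T cells of RTT_PTGS12KO and at 2177 CPM (2104 to 2251) in the 93 T cells of NTT. A few cells carried much of it, since leaving out the 5 highest cells of each sample lowered the values to 3236 and 934 CPM, but a log2 ratio of 1.79 was left. Thinning to 5000 UMIs, which left out 0 cells of RTT_PTGS12KO and 8 of NTT, gave a log2 ratio of 2.05. Whether the tumours differ cannot be known from 1 sample each, and a biological difference between NTT and RTT_PTGS12KO stays untested.

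T cells carried transcripts of 4 Y-linked genes at 126 CPM (109 to 145) in NTT and 112 CPM (93.9 to 133) in RTT_PTGS12KO, while the highest other class with at least 10 cells in any of the 4 samples, NK cells of RTT_ROSA26, reached 6.52 CPM. Free RNA would give all classes a like level. Xist stood at 43.6 CPM (33.8 to 55.2) and 37.2 CPM (26.9 to 50.1) in these T cells, against at least 323 CPM in every other class with at least 10 cells apart from Myofibrobl. A male donor of the T cells and female hosts may explain this, but the labels give no sex and no biological explanation was tested.

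Myofibrobl cells, kept by a sort for CD45+ cells, had Xist at 24.9 CPM in RTT, 35.3 in RTT_ROSA26 and 57.2 in RTT_PTGS12KO, below the lowest other host class at 323 CPM, and 0 Y-linked UMIs in these samples, with upper limits of 0.421, 1.53 and 2.93 CPM. The 6 cells of NTT, too few to judge, had Xist at 221 CPM and 1 Y-linked UMI. Host stromal cells of a female mouse would carry Xist at the host level. Injected cancer cells are a candidate source, but 7 melanocytic genes summed to 4.86 CPM there against 18.5 CPM in macrophages, nearly all of it Mitf, which a line that lost melanocytic genes would also show. The study describes the injected line as lacking Cdkn2a. Cdkn2a stood at 13.4 CPM (11.4 to 15.6; 168 UMIs) in Myofibrobl cells and 0.0687 CPM (0.0419 to 0.106) in macrophages, which goes against that line as their source unless its deletion leaves the 3' end. The form of the deletion was not analysed here, so their origin cannot be told apart. Their median depth of 33469 UMIs in RTT would also allow doublets. A doublet with a host cell would carry that cell's Xist, which stood at 593 CPM in TAM_C1q cells of RTT (median 13182.5 UMIs). Xist at 24.9, 35.3 and 57.2 CPM in RTT, RTT_ROSA26 and RTT_PTGS12KO argues against such doublets as the main source of these cells. Doublets of Myofibrobl cells with each other stay open.

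An own cluster led by Cxcl1, Il10, Gdf15 and Tnf held 1189 cells. Of these, 1073 came from RTT, 104 from RTT_ROSA26, 9 from RTT_PTGS12KO and 3 from NTT. The cluster may thus be a state of the RTT sample and not a cell type. It made up 13.1% to 13.9% of RTT and 1.27% to 1.96% of RTT_ROSA26 across the 3 loads. All samples shared these loads, so a difference between loads does not account for it. Dissociation was tested with 12 acute-response genes in RTT_ROSA26 against RTT. Their median log2 ratio was -0.61 (-0.67 to -0.53) in neutrophils and -0.38 in macrophages, but 0.18 (0.14 to 0.27) in cDC2s, so the classes went both ways and dissociation cannot be told apart from a state of that sample.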
